# *SNCA* overexpression disturbs hippocampal gene expression trajectories in midlife

**DOI:** 10.18632/aging.101691

**Published:** 2018-12-13

**Authors:** Thomas Hentrich, Zinah Wassouf, Olaf Riess, Julia M. Schulze-Hentrich

**Keywords:** alpha-synuclein, Parkinson’s disease, age, midlife, gene-environment interaction, gene expression analysis, systems biology

## Abstract

Synucleinopathies like Parkinson’s disease and dementia with Lewy bodies originate from a complex and still largely enigmatic interplay of genetic predisposition, age, and environmental factors. While progressively declining motor functions hallmark late-life symptoms, first signs of the disease often surface already decades earlier during midlife. To better understand early disease stages with respect to the genetic, temporal, and environmental dimension, we interrogated hippocampal transcriptome data obtained during midlife for a mouse model overexpressing human *SNCA*, a pivotal gene in synucleinopathies, under different environments. To relate differentially expressed genes to human, we integrated expression signatures for aging and Parkinson’s disease. We identified two distinctive modes of age-dependent disturbances: First, cellular processes seemingly activated too early that reflected advanced stages of age and, second, typical longitudinal adaptations of the system that no longer occurred during midlife. Environmental enrichment prevented both disturbances modes despite persistent *SNCA* overload. Together, our results caution the view that expression changes characterising early stages of *SNCA*-related pathology reflect accelerated aging alone. Instead, we provide evidence that failure to undergo healthy adaptions during midlife represents a second origin of disturbances. This bimodal disturbance principle could inform therapeutic efforts to distinguish between preventive and restorative attempts to target the disease.

## Introduction

The pathology of synucleinopathies such as Parkinson’s disease (PD) and dementia with Lewy bodies (DLB) is characterized by increasing abnormal accumulation and aggregation of alpha-synuclein protein encoded by the *SNCA* locus [1]. Genetic studies further emphasize the role of *SNCA* as point mutations and genomic multiplications are linked to familial forms of PD in a gene dose-dependent manner [2–5]. Genetic *SNCA* defects, however, account for only a small fraction of cases. The majority of synucleinopathies seemingly originates from a complex and still largely enigmatic interplay of genetic predisposition, age, and environmental factors.

While hallmark clinical symptoms of PD and DLB patients are late-life progressive motor impairments, pre-motor phenotypes often surface decades earlier during midlife [6]. Increasing evidence also suggests this time window to be critical for environmental factors to modulate disease unfolding as specifically exercise and physical activity during midlife have been found to lower the risk for PD [7,8] and dementia in elderly [9,10].

Part of early non-motor characteristics of *SNCA*-related pathology are cognitive impairments with respect to memory retrieval and decision making as well as behavioural changes like depression and anxiety [6,11] that are most prominent in synucleopathies with dementia like DLB. As a key brain area for memory formation that is also affected by age-associated memory decline early on [12], the hippocampus is critically linked to these deficits. It also represents a central hub that integrates external cues into the brain sensory circuits [13] and, hence, lends itself to study gene-environment interaction in synucleinopathies. While previous studies have focussed on revealing gene expression changes for advanced stages of age in healthy individuals and Alzheimer’s disease patients [14–16], changes of gene activity in the context of *SNCA*-overexpression—in particular hippocampal changes during midlife—remain to be elucidated. Developing a better understanding as to how genes, age, and environment come together during this time window and influence hippocampal gene activity in context of *SNCA* might, thus, be pivotal to steer much-needed therapeutic opportunities that seek to delay or even prevent further unfolding of pathology in synucleinopathies and improve quality of life for patients.

To this end, we interrogated hippocampal transcriptome data of 6- and 12-month-old wildtype and *SNCA*-overexpressing mice that were housed in different environments. Our analyses identified two distinctive modes of disturbances that were age-dependently induced by *SNCA* overexpression: First, changes in gene activity that seemed to occur too early and reflected advanced age and, second, typical changes that no longer occurred along midlife adaption trajectories of hippocampal gene activity. We further examined these disturbance principles by revisiting our previous finding that environmental enrichment—a housing condition that mimics physical and mental activity for rodent models—largely prevents *SNCA*-induced disturbances [17], and further characterized candidate genes in the age-*SNCA*-dependent interactome that prominently responded to enriched conditions, suggesting a transducer capacity for of beneficial environmental cues onto distinct subsets of disturbed genes.

## RESULTS

### Hippocampal gene expression changes through *SNCA* overexpression occurred age-dependently

To better understand gene expression changes underlying early stages of *SNCA*-related pathogenesis we interrogated hippocampal transcriptome data of 6- and 12-month-old *SNCA*-overexpressing (TG) and wildtype (WT) mice that were housed in either a standard (SE), enriched (EE), or chronic stress environment (ST) for differentially expressed genes (DEGs) along the genotype (g), time (t), and environment (e) axis (Fig. 1A). 

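Hippocampal RNA of 15 mice aged 6 months was analysed here, from 3 WT and 4 TG mice in SE and from 4 WT and 4 TG mice in ST. The TG mice carry the human *SNCA* gene, which encodes the presynaptic protein alpha-synuclein, in addition to murine *Snca*, and ST was a chronic mild stress applied unpredictably. Mice aged 12 months and mice in EE were not analysed here. The values are the authors' raw read counts per Ensembl gene and mouse, from single-end reads of poly(A)-selected RNA. The paper aligned the reads with STAR to the mouse genome joined with the human *SNCA* transgene, while its text names neither the tool that counted the reads nor the strand setting. The table has no gene of its own for the human transgene, and whether its counts came from that alignment is not known. Total counts per mouse were 11855008 to 12862380 in WT mice in SE, 10931852 to 12221207 in TG mice in SE, 11292094 to 17950753 in WT mice in ST and 10626134 to 12888806 in TG mice in ST. Expression was compared for the 13032 genes with a mean of at least 50 counts, with TMM normalization and the quasi-likelihood test of edgeR in a single fit of the 4 groups. A gene was called a DEG at the paper's thresholds, an absolute log2 fold change of at least 0.3 and a BH-adjusted p of at most 0.1. Groups, thresholds, the rule for naming genes and 61 tested gene lists (cell types, neighbouring tissues, cellular processes and the pathways of Table S1) were set before the data were examined. The lists were tested with camera of limma at a preset correlation of 0.01 between genes and called at an adjusted p of 0.05. Counts were simulated for TG against WT mice in SE, with the dispersion of each gene from the fit of the 4 groups. In these, 92.4% of genes changed by a fold of 2 were called, 70.1% of those changed by a fold of 1.5 and 14.9% of those with a log2 change of 0.322. In this simulation 66 genes were changed by a fold of 2 and 67 at each of the smaller changes. The BH adjustment is stricter where fewer genes change, so the shares can be lower then. Genes were also drawn independently of each other, so these shares may not hold for the real libraries.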

With respect to the genotype axis, no DEGs besides *SNCA* were identified in 6-month-old TG mice in both tested environmental conditions (Fig. 1A). 

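*Snca* was higher in TG than in WT mice in both environments and was the only DEG of edgeR among 13032 genes in each. In SE its log2 fold change was 1.18 (standard error 0.0785, adjusted p = 2.13e-07, 4 TG against 3 WT mice), and in ST it was 1.17 (standard error 0.0714, adjusted p = 5.18e-08, 4 against 4). Every TG mouse lay above every WT mouse of its environment (two-sided exact permutation test, p = 0.0571 in SE and p = 0.0286 in ST, the smallest that these group sizes allow). The genes with the next smallest p in SE, none of which passed with edgeR, were the vesicular glutamate transporter *Slc17a6* (log2 fold change -0.87, standard error 0.188), the gap junction gene *Gjb2* (-0.62, standard error 0.148) and the transcription factor *Zic1* (-1.40, standard error 0.363), each with an adjusted p of 1. In ST the smallest p among genes that did not pass with edgeR was that of *Gulp1*, an adaptor in the engulfment of dying cells (0.99, standard error 0.199, adjusted p = 0.688), and further genes were *Erbb3* (0.51, standard error 0.143) and *Akt2* (0.30, standard error 0.0902). An unadjusted p under 0.05 was found for 177 genes in SE and 152 in ST, where about 652 are expected by chance. Of the 61 gene lists, 12 were called between the genotypes in SE (5 up, 7 down) and 6 in ST (5 up, 1 down). With an estimated correlation between genes none was called (smallest adjusted p 0.0664 in SE and 0.213 in ST), and none of their members passed the gene threshold over all genes with edgeR. Other splits of the same libraries called a median of 10 lists in SE and 7 in ST, so chance is not excluded for these numbers. The immediate early genes, which follow neuronal activity, were higher in TG mice in SE, with 25 of 27 above 0 (median log2 fold change 0.39, adjusted p of camera 8.05e-05, or 0.567 with an estimated correlation) and the largest values at *Egr2* (1.28) and *Fos* (1.26). In ST the same list had 24 of 27 genes above 0 (median 0.34, adjusted p = 0.00266 from camera of limma, or 0.843 with an estimated correlation). Its mean varied among TG mice by more than the genotypes differed (0.1 ± 0.537 in TG against -0.266 ± 0.275 in WT mice in SE, and 0.185 ± 0.726 against -0.0862 ± 0.158 in ST, log2 with SD). The call ended without WT_SE replicate 3 or TG_SE replicate 4 in SE and without WT_ST replicate 2 or 3 or TG_ST replicate 2 or 3 in ST. Of 22 genes of the glucocorticoid response, 16 were higher in TG mice in SE (median 0.15, adjusted p = 0.00293 from camera of limma, or 0.523 with an estimated correlation), among them *Sgk1* at 0.60 and *Ddit4* at 0.29. In ST, 23 of 24 genes of heat shock and the unfolded protein response were higher in TG mice (median 0.10, adjusted p = 0.000514 from camera of limma, or 0.798 with an estimated correlation). All 15 mitochondrially encoded transcripts were lower (median -0.07, adjusted p = 0.000771, or 0.798 with an estimated correlation). Adjusted over the list alone, 0 genes of these 4 lists passed. The 18 genes linked to Parkinson's disease had a median of 0.01 in SE and 0.03 in ST and were not called (adjusted p = 0.761 and 0.476 from camera of limma). Of the 12 lists called in SE, 1 (thalamus and habenula) stayed called whichever library was left out, and 3 stayed without WT_SE replicate 3. Of the 6 called in ST none stayed so throughout, and 1 stayed without WT_ST replicate 2. DESeq2 added *Slc17a6*, a member of the thalamus and habenula list, to the DEGs in SE. A model with surrogate variables gave 3 DEGs in each environment with edgeR (with *Slc17a6* in SE and with *Gulp1* and *Akt2* in ST) and 5 in SE with DESeq2 (with *Slc17a6* and *Plk5*). Set beside the larger number of DEGs it reports at 12 months in SE (Fig. 1A), the steady level of the transgene (Fig. 1D) and the estimated cell types (Fig. S1), the paper proposes that the disturbances unfold between these ages and originate from persistent *SNCA* overexpression interfering with the dynamics of midlife.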

In sharp contrast, the number of DEGs for 12-month-old TG mice housed in SE increased to 495, which were overrepresented for several pathways linked to *SNCA* pathology before, most significantly *neuroinflammation signalling* (Fig. 1B, Table S1). These genes were also enriched for disease terms that reflect the pivotal role of *SNCA* in Parkinson’s disease and other synucleinopathies (Fig 1C).

**Figure 1:**
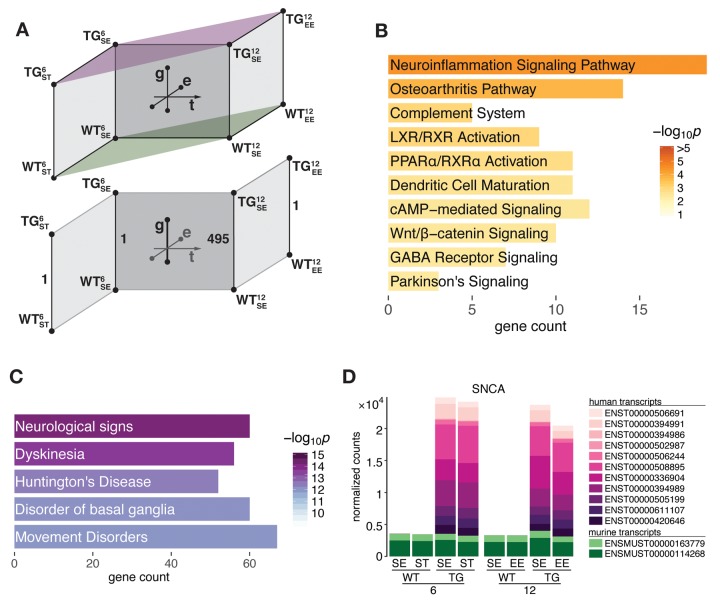
***SNCA* overexpressing mice developed hippocampal transcriptome disturbances in an age-dependent manner between 6 and 12 months of age.** (**A**) Schematic diagram of experimental groups along the genotype (wildtype WT, transgenic TG), age (6 and 12 months), and environment (standard environment SE, enriched environment EE, stress ST) axis that were used to determine differential expression in the hippocampal transcriptome of mice. Lower part highlights age-dependent increase of DEGs in TG animals in SE. (**B**) Overrepresented pathways among 495 DEGs derived for 12-month-old TG mice in SE. Ten most significant terms, their adjusted *p* values, and overlapping DEG count shown. (**C**) Disease aspects and biological functions overrepresented among 495 DEGs. Top five significant terms shown. (**D**) Composition and relative expression levels of murine and human *SNCA* transcript isoforms.

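Murine *Snca* (ENSMUSG00000025889) lies on chromosome 6 of GRCm38 from 60731575 to 60829855 on the minus strand. Its level, in CPM after TMM normalization, was 352.8 ± 12.5 (SD, n = 3) in WT and 801.8 ± 43.2 (SD, n = 4) in TG mice in SE. In ST it was 341.5 ± 29.1 (SD, n = 4) in WT and 770.0 ± 36.9 (SD, n = 4) in TG mice. TG mice in SE thus had 2.27 times the level of WT mice, with a 95% interval of 1.03 to 1.34 on the log2 scale. The genotype effect on *Snca* was not detectably different between the environments (log2 difference -0.01, standard error 0.104), and ST against SE gave -0.06 (standard error 0.0703) in TG and -0.05 (standard error 0.0762) in WT mice, none of which passed the test. The counts are per gene, so the shares of murine and human transcript isoforms were not analysed here, and whether reads of the human transgene were counted at murine *Snca* is not known. Among the other synucleins, *Sncb* had a log2 fold change of -0.03 (standard error 0.0906) and *Sncg* of -0.45 (standard error 0.218) between TG and WT mice in SE, and -0.07 (standard error 0.0839) and 0.21 (standard error 0.211) in ST. The list of synucleins and presynaptic genes, 21 in all and without *Snca*, was not called in SE (17 above 0, adjusted p = 0.105 from camera of limma) or in ST (adjusted p = 0.874).

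**Figure D1:**
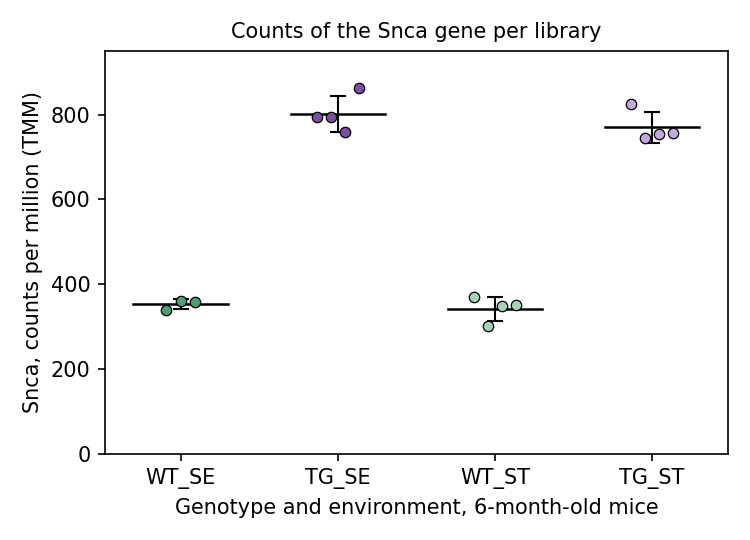
CPM (TMM) of the murine *Snca* gene in each library of the 4 groups at 6 months; points are libraries, horizontal lines the group mean and bars the SD. The TG libraries lie around 801.8 in SE and 770.0 in ST, all above the WT libraries.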

The age-dependent increase of DEGs between 6 and 12 months with respect to genotype cannot be attributed to altered activity of the transgene itself as its (over-) expression level and compositional shares of murine and human transcript isoforms remained virtually identical (Fig 1D). Computational estimates of the underlying cell type composition neither indicated shifts between neuronal and glial cell populations for any of the experimental groups during that time frame (Fig. S1).

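Cell types were examined at 6 months through 14 lists of marker genes and 4 lists of neighbouring tissues, in TG against WT mice. In SE the markers of pyramidal neurons were higher in TG mice, with 13 of 15 above 0 (median log2 fold change 0.10, adjusted p = 0.00966 from camera of limma, or 0.523 with an estimated correlation), as were those of interneurons (10 of 15, median 0.08, adjusted p = 0.0492, or 0.523 with an estimated correlation). Markers of dentate granule neurons were lower (12 of 15, median -0.12, adjusted p = 0.00293 from camera of limma, or 0.523 with an estimated correlation), with *Plk5* at -0.60 and *Tdo2* at -0.44. Lower in SE were also the mural cells (6 of 9, median -0.05, adjusted p = 0.00293, or 0.523 with an estimated correlation), with *Acta2* at -0.62, and the endothelium (11 of 14, median -0.10, adjusted p = 0.0162, or 0.229 with an estimated correlation), with *Cldn5* at -0.41. So were the meningeal fibroblasts (8 of 10, median -0.23, adjusted p = 0.0162, or 0.523 with an estimated correlation) and the blood cells (5 of 5, median -0.26, adjusted p = 0.0448, or 0.567 with an estimated correlation). Genes typical of thalamus and habenula gave the smallest adjusted p in SE (7 of 8 lower in TG mice, median -0.55, adjusted p = 2.05e-08 from camera of limma, or 0.0664 with an estimated correlation), with *Tac2* at -1.21 and *Tcf7l2* at -0.92. Not called in SE were the pan-neuronal genes (median 0.05, adjusted p = 0.0904), astrocytes (-0.03, 0.0653), oligodendrocytes (-0.06, 0.0904), oligodendrocyte precursors (-0.0048, 0.686) and microglia (-0.02, 0.964). In ST the oligodendrocyte markers were higher in TG mice, with 15 of 15 above 0 (median 0.14, adjusted p = 0.000514 from camera of limma, or 0.798 with an estimated correlation), *Ugt8a* at 0.26 and *Mag* at 0.21, and no other list of a cell type or tissue was called. The call of the oligodendrocytes ended without WT_ST replicate 2, and of the lists called in SE only thalamus and habenula stayed called whichever library was left out. No marker gene was a DEG of edgeR over all genes tested, while *Slc17a6* of thalamus and habenula was one in SE with DESeq2 and with surrogate variables, and *Plk5* with surrogate variables in DESeq2. Adjusted over the list alone, with edgeR, 4 genes passed for thalamus and habenula, 2 for mural cells and 1 each for dentate granule neurons and meningeal fibroblasts, all lower in SE, and 0 for the other called lists. None of these lists was called with an estimated correlation between genes. As the mean log2 expression of a list per mouse, TG and WT mice in SE differed by 0.0976 for pyramidal neurons, -0.12 for dentate granule neurons, -0.0582 for astrocytes, -0.0882 for oligodendrocytes and -0.0137 for microglia. Over the 18 lists the smallest p of a two-sided exact permutation test on these means was 0.0571 in SE (BH-adjusted 0.514), for endothelium and for thalamus and habenula. This is the smallest p that 3 against 4 mice allow, so no list could pass in SE and the test decides nothing there. In ST the smallest p of this test was 0.0857 (BH-adjusted 0.686).

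**Figure D2:**
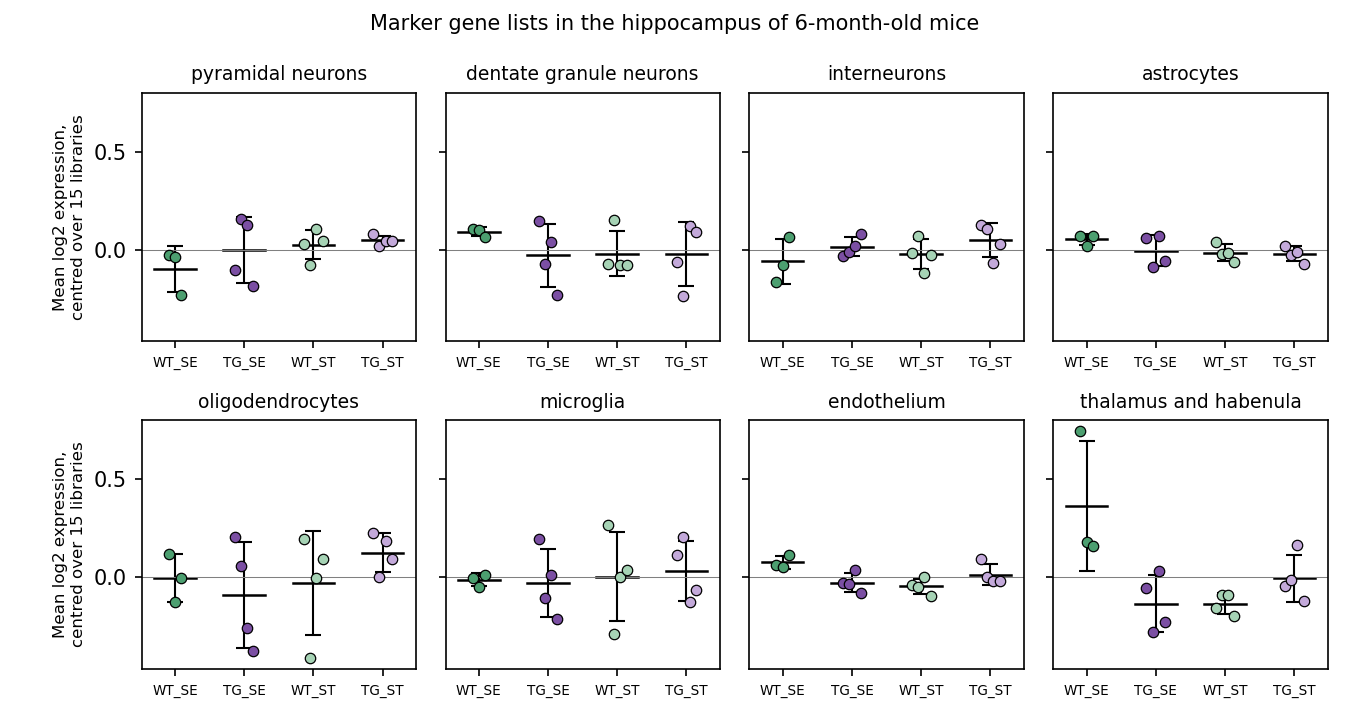
Mean log2 expression of 8 lists of marker genes per library, centred over the 15 libraries, in the 4 groups at 6 months; points are libraries, horizontal lines the group mean and bars the SD. For thalamus and habenula the WT mice in SE lie highest, at a mean of 0.363.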

Together, these findings suggest an unfolding of events during 6 and 12 months of age that originate from the interference of persistent *SNCA* overexpression and dynamics of the system during midlife that resulted in observed disturbances in TG animals under standard conditions. Intriguingly, these disturbances were not observed when TG animals were housed in enriched conditions (Fig. 1A, lower part), highlighting the beneficial capacity and compensatory effects of the EE in context of *SNCA* overexpression that we have previously described in greater detail [17].

### Midlife changes in hippocampal gene expression occurred largely irrespective of environmental condition

To put dysregulated genes that arose age-dependently in context of *SNCA* overexpression into perspective, we first examined expression changes in WT animals to identify typical changes during midlife. 

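In WT mice aged 6 months, 4 in ST were compared with 3 in SE. *Gjb2* (ENSMUSG00000046352), which encodes the gap junction protein connexin 26 and lies on chromosome 14 of GRCm38 from 57098600 to 57104702, was the single DEG of edgeR. It was lower in ST at 3.66 ± 0.536 CPM (SD, n = 4) against 7.22 ± 0.783 (SD, n = 3) in SE, a log2 fold change of -0.98 (standard error 0.150, adjusted p = 0.0543). Each library held at most 94 counts of *Gjb2*, and all mice in ST lay below all mice in SE. The genes that followed had an adjusted p of 1 with edgeR, among them *Syt6* (log2 fold change -0.87, standard error 0.191), *Lrrc55* (-0.94, standard error 0.22), *Syt9* (-1.57, standard error 0.363) and *Tac2* (-1.47, standard error 0.345). At an unadjusted p under 0.05 there were 206 genes. The clock genes *Per2* and *Cry1* had log2 fold changes of 0.65 (standard error 0.274) and 0.61 (standard error 0.237) and did not pass. Of the 61 gene lists, 11 were called between ST and SE (3 up, 8 down) and 0 with an estimated correlation between genes (smallest adjusted p 0.0683). Other splits of these libraries called a median of 6 lists. Genes of the glucocorticoid response, the hormonal arm of stress, were higher in ST (17 of 22 above 0, median log2 fold change 0.17, adjusted p = 0.000474 from camera of limma, or 0.481 with an estimated correlation), with *Nfkbia* at 0.46, *Sgk1* at 0.69 and *Ddit4* at 0.39. Markers of pyramidal neurons (13 of 15 above 0, median 0.13, adjusted p = 0.000913, or 0.481 with an estimated correlation) and immediate early genes (22 of 27, median 0.20, adjusted p = 0.0112, or 0.962 with an estimated correlation) were higher as well. Markers of vessels and meninges were lower in ST, for mural cells in 7 of 9 genes (median -0.22, adjusted p = 0.000474, or 0.481 with an estimated correlation) and for endothelium in 13 of 14 (median -0.13, adjusted p = 0.002, or 0.0683 with an estimated correlation). They were so for meningeal fibroblasts in 8 of 10 (median -0.24, adjusted p = 0.00193, or 0.481 with an estimated correlation) and for blood cells in 5 of 5 (median -0.40, adjusted p = 0.00236, or 0.486 with an estimated correlation). Lower too were dentate granule neurons (12 of 15, median -0.10, adjusted p = 0.00674, or 0.652 with an estimated correlation), with *Trpc6* at -0.43, astrocytes (11 of 15, median -0.09, adjusted p = 0.0361, or 0.481 with an estimated correlation) and the genes of thalamus and habenula (8 of 8, median -0.43, adjusted p = 2.61e-08, or 0.0683 with an estimated correlation). Adjusted over the list alone, 5 genes of thalamus and habenula, 1 of meningeal fibroblasts and 1 of dentate granule neurons passed, all lower. The 3 WT mice in SE also serve as the controls of the TG mice in SE, so the lists of both comparisons are not independent. *Gjb2* was no longer a DEG when the thresholds were applied without WT_SE replicate 1, 2 or 3, WT_ST replicate 1, 2 or 3, TG_SE replicate 1 or TG_ST replicate 4. *Syt6* was the single DEG without WT_ST replicate 2, and *Syt9* was added without TG_ST replicate 3. Of the 11 lists, 3 (thalamus and habenula, mural cells and endothelium) stayed called whichever library was left out, and 6 stayed without WT_SE replicate 1. *Gjb2* was also lost with only the compared groups fitted and with the replicate number as a block (0 DEGs each). Models with surrogate variables gave 10 DEGs with edgeR, *Gjb2* among them, and 8 with DESeq2, from which *Gjb2* was absent and which included *Syt6*, *Tac2* and *Slc17a6*.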

For WT animals, we identified 1940 DEGs that arose between 6 and 12 months of age (Fig. 2A) with consistent and dominant expression changes along the temporal dimension and only modest modulation by environmental condition (Fig. 2B) as reflected by the low count of DEGs (3 and 41 for ST and EE, respectively) along the environment axis (Fig. 2A, Fig. S2).

**Figure 2:**
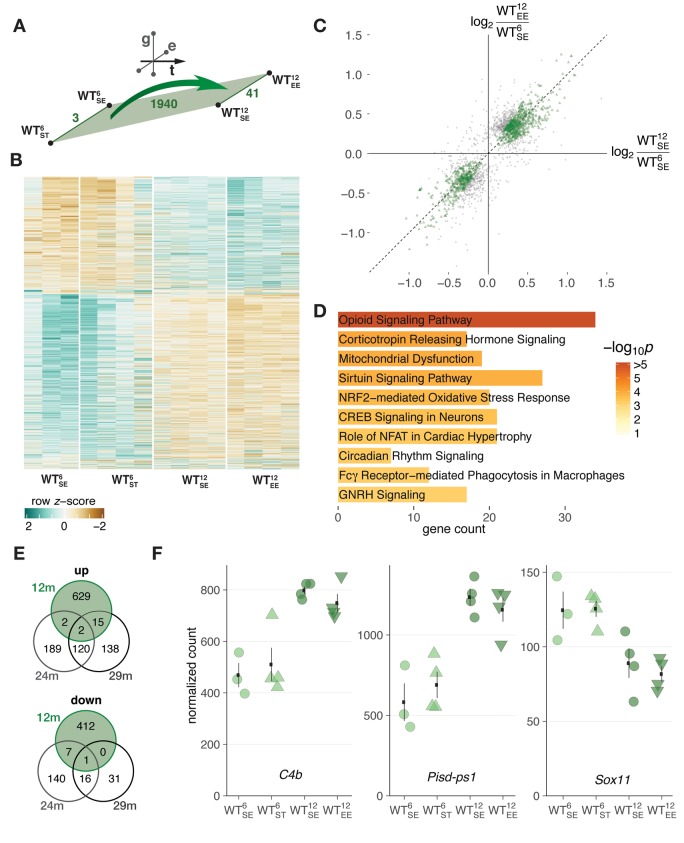
**Midlife aging in WT mice was associated with hippocampal gene expression changes largely irrespective of environmental condition.** (**A**) Schematic diagram showing number of DEGs derived from comparing 6- and 12-month-old WT mice. (**B**) Heatmap of hierarchically clustered *z*-scores for 1940 DEGs derived from comparing 6- and 12-month-old WT mice across environmental conditions. (**C**) Scatter plot of gene expression changes between 6- and 12-month-old WT mice with respect to standard (*x*-axis) and enriched (*y*-axis) environment. 1251 DEGs within the 50% window around the ordinary diagonal coloured in green. (**D**) Enriched pathways for 1251 DEGs from (**C**). Ten most significant terms, their adjusted p values, and overlapping DEG count shown. (**E**) Venn diagrams comparing DEGs identified between 6- and 12-month-old WT mice with known age-regulated genes in the hippocampus of 24- and 29-month-old mice [16]. (**F**) Expression changes of *C4b*, *Pisd-ps1*, and *Sox11* between 6- and 12-month-old WT mice plotted as individual data points with mean ± SEM.

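At 6 months, WT mice in SE and ST were compared for the genes shown over age in Fig. 2F. *C4b*, a complement component on chromosome 17 of GRCm38 from 34728380 to 34743882, was at 46.3 ± 8.09 CPM (SD, n = 3) in SE and 50.0 ± 12.9 (SD, n = 4) in ST. Its log2 fold change was 0.12 (standard error 0.327, adjusted p = 1 from edgeR) and -0.09 without WT_ST replicate 1, and *C4b* shares near-identical sequence with *C4a*, so reads of either gene may have been assigned to the other. *Pisd-ps1*, a transcribed pseudogene that may share reads with *Pisd*, on chromosome 11 from 3125904 to 3131004, was at 57.5 ± 20.0 (SD, n = 3) in SE and 67.4 ± 15.6 (SD, n = 4) in ST, with a log2 fold change of 0.23 (standard error 0.232, adjusted p = 1). *Sox11*, a transcription factor of neurogenesis on chromosome 12 from 27334264 to 27342574, was at 12.3 ± 2.11 (SD, n = 3) in SE and 12.3 ± 1.03 (SD, n = 4) in ST, with a log2 fold change of -0.0025 (standard error 0.191, adjusted p = 1). None of these genes was called between ST and SE in WT mice.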

Genes that changed most consistently along the temporal axis and responded weakest even to the EE were located closest to the standard diagonal when correlating their changes in SE and EE (Fig. 2C, highlighted in green). This subset of genes was enriched for cellular pathways like *opiod signaling*, *sirtuin signaling*, and *CREB signaling in neurons* (Fig. 2D, Table S1). While some of the underlying genes in these pathways have been shown to change expression with age and play a role in age-dependent cellular processes [18–20], collectively these DEGs did not reflect characteristic signatures of aging in the murine hippocampus, indicated by the small overlap with such gene sets (Fig. 2E) [16]. The three DEGs that did overlap were the complement component *C4b*, the non-coding RNA *Pisd-ps1*, and *Sox11* (Fig. 2F), known for its role in development and neurogenesis [19]. Determining the overlap of these DEGs with a second gene set that defines a cross-species age signature based on mouse, rat, and human and is enriched for mainly inflammatory and immune response genes [14], resulted in similarly few commonalities with 5 out of 73 possible candidates.

Collectively, these results suggested that while very first signs of aging began to surface during the investigated time period, the typical spectrum of age-related changes was not yet detectable in 12-months-old WT mice. Instead, expression changes in that period likely reflected normal midlife trajectories and adaptations in gene activity that took place largely irrespective of environmental condition.

### *SNCA* overexpression disturbed midlife gene expression trajectories

With a better understanding of gene expression changes occurring during midlife in WT animals, we next examined expression changes along the temporal dimension in TG mice. Equivalent to the WT layer, DEGs from all comparisons between 6- and 12-month-old TG animals were combined, totalling to 1149 genes (Fig. 3A). As subsets of these DEGs were also identified along the temporal axis in WT mice and along the genotype axis at 12 months (Fig. 3B), we further explored the indicated interplay between (normal) age-dependent adaptations during midlife and effects of *SNCA* overexpression by partitioning the DEGs into three main classes (Fig. 3C), each comprising two nearly mirror-imaged expression profiles based on WT and TG animals at 6 and 12 months of age (Fig. S3). While class 1 represented genes unaffected by *SNCA* overexpression that had midlife expression trajectories similar to their WT reference, genes in class 2 and 3 clearly showed expression levels for 12-month-old TG mice that seemingly disagreed with the actual age of the animals (Fig. 3C). Specifically, class 3 contained genes that showed adaptations in WT animals but no longer occurred under *SNCA* overexpression. In contrast, class 2 contained genes that had no changes in WT mice during midlife but showed induction/repression under influence of the overexpressed transgene.

**Figure 3:**
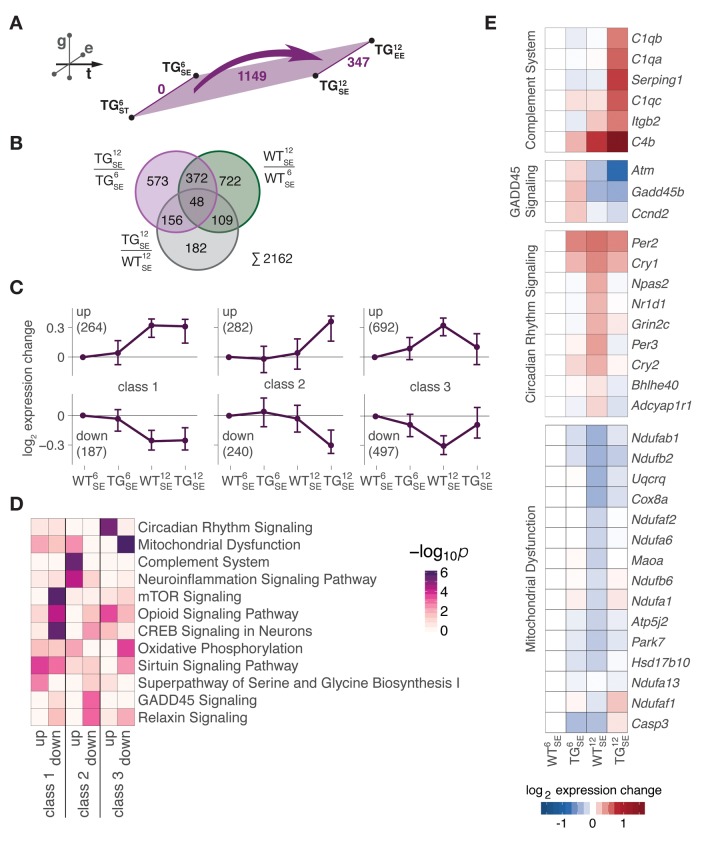
**Midlife gene expression trajectories were disturbed through *SNCA* overexpression in two distinctive modes.** (**A**) Schematic diagram showing number of DEGs derived from comparing 6- and 12-month-old WT (green) and TG (purple) mice*. *(**B**) Venn diagram putting midlife expression changes in TG animals (1149 DEGs in (**A**) in perspective to midlife expression changes in WT animals (1251 DEGs, see Fig. 2C) and *SNCA*-induced disturbances (495 DEGs, see Fig. 1A), totalling to 2162 age-*SNCA*-regulated DEGs. (**C**) Partitioning of 2162 age-*SNCA*-regulated DEGs based on their gene expression pattern in 6- and 12-month-old WT and TG mice in SE (see Fig. S3 for details). Subplots show longitudinal expression medoids and standard deviation of six primary gene clusters grouped into three classes. Number of DEGs per cluster in brackets. (**D**) Canonical pathway analysis for 2162 DEGs according to their cluster/class assignment (see **C**). Two most significant terms per cluster selected, and their significance values across all clusters hierarchically ordered. (**E**) Hierarchically clustered expression changes (relative to WT^6^_SE_) for DEGs attributed to the most significantly overrepresented pathway per cluster in class 2 and 3.

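TG mice aged 6 months in ST (n = 4) were compared with TG mice in SE (n = 4). With edgeR 0 of 13032 genes passed the thresholds, 280 had an unadjusted p under 0.05, and DESeq2 and limma-voom also called 0. Among the genes with the smallest p were *Fam160a1* (log2 fold change -0.58, standard error 0.149), *Aif1l* (0.43, standard error 0.112), *Gab1* (0.33, standard error 0.0887), *Fam214a* (-0.47, standard error 0.129) and the clock gene *Arntl2* (-0.67, standard error 0.198), all with an adjusted p of 1. Of the 61 gene lists, 7 were called (5 up, 2 down) and 0 with an estimated correlation between genes. Other splits of these libraries called a median of 9 lists. All 24 genes of heat shock and the unfolded protein response were higher in ST (median log2 fold change 0.22, adjusted p = 7.42e-11 from camera of limma, or 0.312 with an estimated correlation), among them the chaperones *Hspa5* (0.39) and *Dnajb1* (0.31) and the secreted *Manf* (0.33). All 15 oligodendrocyte markers were higher (median 0.18, adjusted p = 2.5e-07 from camera of limma, or 0.73 with an estimated correlation), with *Cryab* at 0.39, *Ugt8a* at 0.35 and *Mbp* at 0.24. The cytosolic ribosomal proteins were higher in 27 of 28 genes (median 0.08, adjusted p = 0.0201 from camera of limma, or 0.846 with an estimated correlation). The mitochondrially encoded transcripts were lower in 13 of 15 (median -0.13, adjusted p = 0.00027 from camera of limma, or 0.794 with an estimated correlation), with *mt-Nd6* at -0.27 and *mt-Nd5* at -0.24. Markers of microglia (median 0.07, adjusted p = 0.277) and astrocytes (median -0.02, adjusted p = 0.635) and genes of the glucocorticoid response (5 of 22 above 0, median -0.07, adjusted p = 0.316) were not called. No gene of the called lists passed when adjusted over the list alone. Heat shock, oligodendrocytes and *mTOR signaling* of class 1 stayed called whichever library was left out, and 4 of the 7 lists stayed without TG_ST replicate 3.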

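For the pathway genes of class 2 and class 3, TG and WT mice aged 6 months were compared in SE. Apart from *Snca*, no gene of the 7 pathways given here passed the test, and all had an adjusted p of 1 with edgeR. Of the *complement system*, *C1qa* had a log2 fold change of -0.02 (standard error 0.139), *C1qb* of -0.09 (standard error 0.173), *C1qc* of 0.12 (standard error 0.145) and *C4b* of 0.29 (standard error 0.328). *C4a* followed at 0.28 (standard error 0.317), and its reads may not be fully separated from those of *C4b*. Without TG_SE replicate 1 both lay below 0, *C4b* at -0.10 and *C4a* at -0.06. The list of 7 genes was not called (3 above 0, median -0.02, adjusted p = 0.932 from camera of limma, whose statistic was positive). *Neuroinflammation signaling* was tested without *Snca*, which Table S1 names in it and which was higher in TG mice, and had 5 of 12 genes above 0 (adjusted p = 0.992), and *Gfap* and *S100a6* stood at 0.05 (standard error 0.21) and -0.03 (standard error 0.231), or at -0.22 and -0.29 without TG_SE replicate 1. For *GADD45 signaling*, *Atm* stood at 0.15 (standard error 0.274) and *Gadd45b* at 0.23 (standard error 0.284), and 3 of 3 genes lay above 0 (median 0.22, adjusted p = 0.158). *Relaxin signaling* had 5 of 7 genes above 0 (adjusted p = 0.577). Of *circadian rhythm signaling*, *Per2* (0.48, standard error 0.275), *Cry1* (0.29, standard error 0.24) and *Cry2* (0.15, standard error 0.0995) lay above 0 and *Per3* (0.04, standard error 0.173) near 0, with 5 of 8 genes above 0 (adjusted p = 0.389). *Mitochondrial dysfunction* had 7 of 13 genes below 0 (adjusted p = 0.506) and *oxidative phosphorylation* 4 of 8 (adjusted p = 0.673). Both lists hold *Ndufab1* at -0.13 (standard error 0.183), *Ndufb2* at -0.16 (standard error 0.109) and *Cox8a* at -0.01 (standard error 0.161), and *Maoa* of the former stood at 0.03 (standard error 0.118). Adjusted over the list alone, 0 genes of these 7 lists passed. *Opioid signaling* of class 3 was called in SE, though not with an estimated correlation (adjusted p = 0.698), and is given with the pathways of Table S1. Since the paper chose the lists on data that include these mice, none of these tests is independent evidence.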

When asking for overrepresented cellular processes in these classes, an intriguing pattern emerged (Fig. 3D, Table S1): Changes evoked by the transgene and not typically occurring during midlife (class 2) were highly enriched for pathways like *complement system* and *neuroinflammation signaling* (Fig. 3D), both hallmarks of advanced stages of age [14]. Specifically, all three subunits of the 1q complement component (*C1qa*, *C1qb*, *C1qc*), known to activate the complement system, were prominently upregulated in 12-month-old TG mice (Fig. 3E). *GADD45 signaling*, in contrast, was the most significant pathway among downregulated genes in class 2 like *Atm* and *Gadd45b* that are involved in growth arrest and DNA damage responses (Fig. 3E).

On the other side, class 3 genes, whose trajectories failed to undergo midlife adaptations in context of *SNCA* overexpression, were identified as highly enriched for pathways such as *circadian rhythm signaling* and *mitochondrial dysfunction* (Fig. 3D). Specifically, genes like *Per3*, *Npas2*, and *Cry2* associated in circadian regulation remained below their WT reference levels, while genes attributed to mitochondrial dysfunction such as *Ndufab1*, *Cox8a*, and *Maoa* were higher in TG animals compared to WT mice of the same age (Fig. 3E).

Together, these results suggest a bimodality among age-dependent disturbances in context of *SNCA* overexpression: First, seemingly accelerated cellular processes that are not yet activated in same-aged WT mice (mode I) and, second, disrupted or potentially delayed adaptations of cellular processes that WT animals typically undergo in that phase (mode II).

### Age-*SNCA*-dependent expression changes in mouse agreed with age- and PD-dependent expression signatures in human brain

To put both disturbances modes into perspective, we first used a gene set defining a cross-species age signature of expression changes in mouse, rat, and human brain [14] in order to determine commonalities with age-*SNCA*-dependent DEGs. The overlap between both gene sets, particularly with respect to upregulated reference genes, agreed with the acceleration part of hypothesis that a prominent number of class 2 genes showed expression levels in 12-month-old TG animals that are typically found much later (Fig. 4A, B). Reflected by results on pathway level (Fig. 3D), genes linked to complement system and neuroinflammatory processes such as *C1qa*, *C1qb*, *C1qc*, *C4a*, and *Gfap*, or *S100a6* showed prominent age-*SNCA*-dependent disturbances (Fig. 4B).

**Figure 4:**
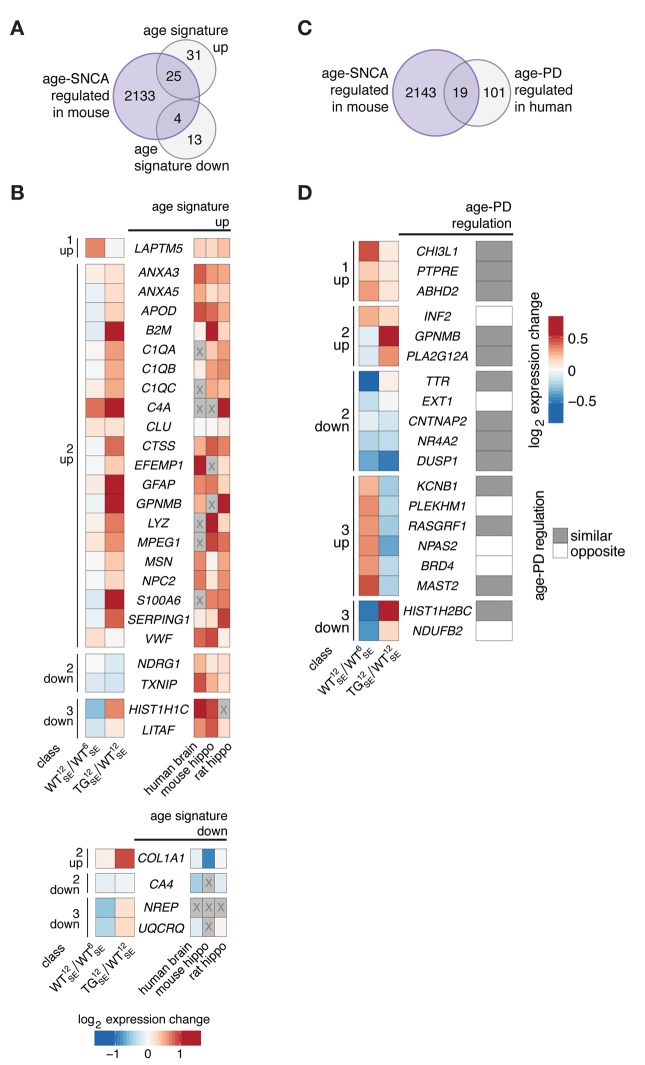
**Age-*SNCA*-dependent expression changes in mouse resembled age- and PD-dependent expression signatures in human.** (**A**) Venn diagram comparing 2162 age-*SNCA*-regulated DEGs (see Fig. 3B) with a cross-species age signature gene set [14]. (**B**) Left panel shows WT^12^_SE_/WT^6^_SE_ and TG^12^_SE_/WT^12^_SE_ expression changes for 29 DEGs grouped by their class assignment that overlap with an age signature gene set (see **A**). Right heatmap reflects age-related expression changes in human brain as well as in mouse and rat hippocampus [14]. Greyed-out cells: no information. (**C**) Venn diagram comparing 2162 age-*SNCA*-regulated DEGs (see Fig. 3B) with genes known to change expression with respect to both age and PD in human [21]. (**D**) Left panel shows WT^12^_SE_/WT^6^_SE_ and TG^12^_SE_/WT^12^_SE_ expression changes for 19 DEGs grouped by their class assignment that overlap with the age-PD signature gene set (see **C**) [21]. Right panel indicates whether age- and PD-dependent expression changes in human are similar or opposite in direction [21].

In contrast, the overlap of age signature genes with class 3 genes was marginal (Fig. 4B), agreeing with the idea of disrupted and potentially delayed adaptations along midlife trajectories rather than accelerated developments. Evidence for this fundamentally different principle has also been found in human by comparing age- and PD-dependent expression changes [21]. There, too, PD- and age-dependent changes sometimes disagree or even possess opposing directionalities, suggesting that not all PD-dependent expression changes reflect accelerated aging. By comparing age-*SNCA*- with age-PD-dependent DEGs (Fig. 4C), we identified several candidates for which such opposing directionalities between age- and *SNCA*/PD-related changes were consistent across species (Fig. 4D). Among them were *Npas2*, linked to circadian rhythms, and *Ndufb2*, associated with mitochondrial dysfunction (Fig. 4D), both highly enriched pathways in class 3 (Fig. 3C).

These findings indicate that one part of the disturbances through *SNCA* overexpression agree with the shared concept of accelerated aging for some synucleinopathies like DLB and tauopathies, but also derive further evidence for existence of a second disturbance mode in which age- and *SNCA*-related expression trajectories diverge.

### Environmental enrichment largely prevented age-dependent disturbances in the context of *SNCA* overexpression and restored midlife gene expression trajectories.

While we have previously shown that environmental enrichment exhibits beneficial impact and is capable of maintaining a near-normal transcriptome state despite persistent *SNCA* overexpression [17], we here revisited these results to put them into temporal perspective. When comparing all 2162 age-*SNCA*-regulated DEGs (see Fig. 3B) with 347 genes responding to the EE in 12-month-old TG mice (Fig. 5A), EE-responsive genes were distributed evenly between class 2 and 3 (Fig. 5B), suggesting the EE to be capable of preventing both modes of disturbances as reflected by the underlying expression profiles (Fig. 5C).

**Figure 5:**
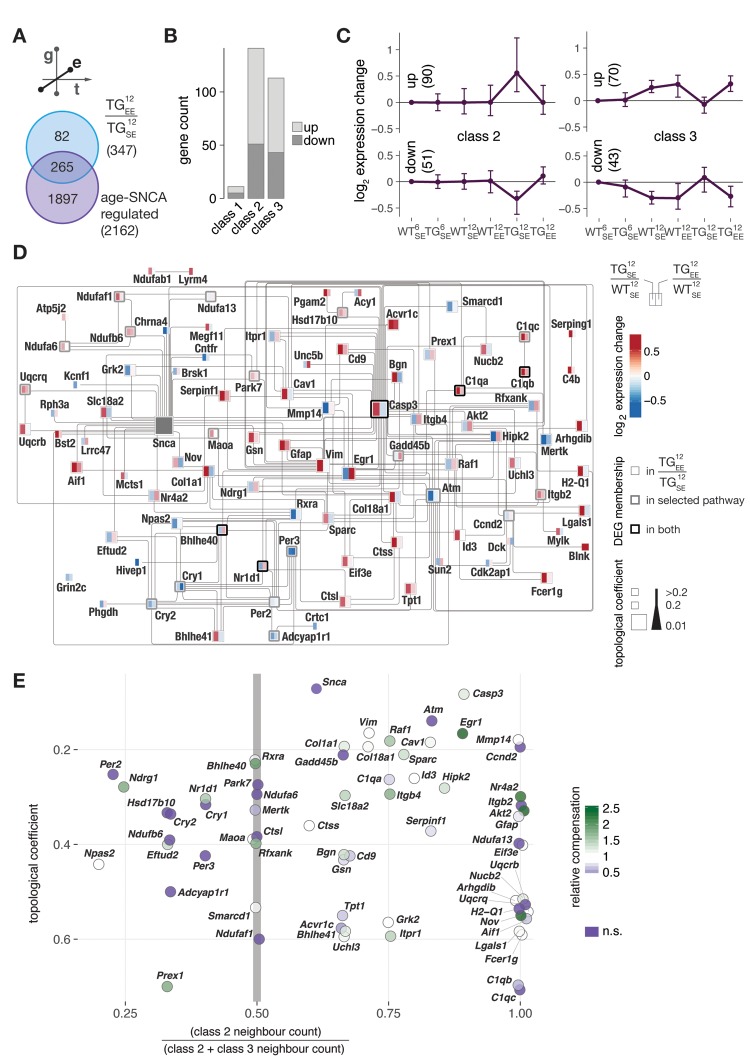
**Environmental enrichment largely prevented age-*SNCA*-dependent disturbances and activated topologically relevant genes in the *SNCA* interactome with respect to both disturbance modes.** (**A**) DEGs identified in response to EE for 12-month-old TG animals compared to 2162 age-*SNCA*-regulated DEGs (see Fig. 3B). (**B**) Distribution of 265 overlapping DEGs (see **A**) with respect to their cluster/class assignments (see Fig 3C). (**C**) Gene expression modulation of 265 DEGs overlapping with class 2 or 3 (254 total) that significantly responded to the EE in TG animals. Expression medoids and standard deviation as well as cluster cardinalities shown. (**D**) Interaction network of DEGs attributed to the most significantly overrepresented pathway per cluster in class 2 and 3 (see Fig. 3E) and their relations to DEGs identified in TG^12^_EE_/TG^12^_SE_. Node colour indicates expression change of a gene in TG^12^_SE_/WT^12^_SE_ and TG^12^_EE_/WT^12^_SE_. Node stroke reflects origin of a DEG, and node size its topological relevance in the network. Edges according to IPA knowledgebase (see Methods for details). (**E**) Characterisations of network genes (see **D**) with respect to their topological relevance and class 2 / 3 neighbourhood ratio. Node colour indicates relative compensation of gene expression change observed in TG animals through provision of EE. DEGs not significantly responding to the EE in TG animals shown in dark purple.

To better understand the EE-response with respect to both disturbance modes, we built an interaction network based on all age-*SNCA*-induced DEGs from the most enriched up- and down-regulated pathways in class 2 and 3 (see Fig. 3E) and their EE modulations (Fig. 5D). Given a gene’s topological relevance in the network, its relative EE response magnitude, and its neighbour count with respect to class 2 and 3, we derived a mapping of network characteristics that allowed identifying topologically relevant and EE-responsive genes (Fig. 5F). Candidates such as *Egr1* and *Nr4a2*/*Nurr1* that have already been suggested in our previous work [17] to play key roles in transducing beneficial environmental cues were found in the top ranks here again. Their location in a class 2-dominated neighbourhood (Fig. 5F) suggested a preferential unfolding of preventive capacity on expression changes that occurred too early in TG animals. On the other hand, candidates such as *Nr1d1* and *Ndrg1* appeared in the class 3-dominated neighbourhood (Fig. 5F), hinting at potential capacities to restore midlife adaptations that failed or were possibly delayed in TG animals. Additionally, candidates like *Bhle40* were connected to equal numbers of class 2 and class 3 DEGs, suggesting them to be capable of transducing beneficial EE effects into both classes.

Taken together, these results point at topologically relevant genes in the age-*SNCA*-dependent interactome that prominently responded to environmental enrichment, suggesting them as pivotal hubs for the unfolding of protection and restoring adaptation trajectories to a near-normal transcriptome state for midlife despite continuous *SNCA* overexpression.

## DISCUSSION

In this study, we examined expression changes in hippocampal transcriptome data of 6- and 12-month-old wildtype and *SNCA*-overexpressing mice to better understand interactions between the genetic, temporal, and environmental dimension in the unfolding of *SNCA*-related pathology. We identified expression disturbances previously linked to early stages of *SNCA*-related pathogenesis that emerged during midlife and originated from two distinctive interference modes (Fig. 6). Intriguingly, environmental enrichment rendered both modes ineffective, resulting in a near-normal transcriptome state despite persistent *SNCA* overexpression (Fig. 6).

**Figure 6:**
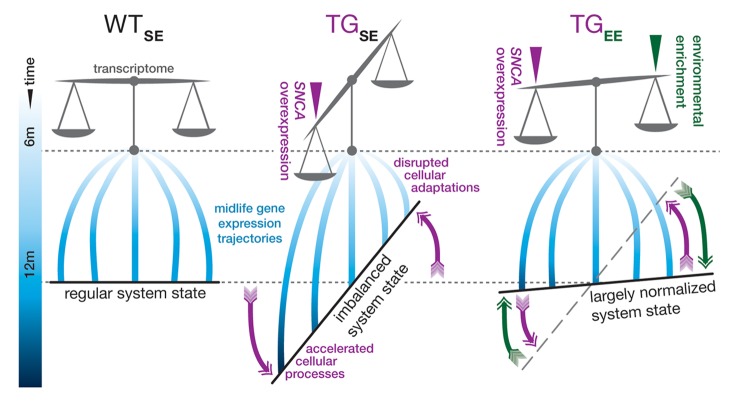
**Graphical summary.** In standard environmental conditions, *SNCA* overexpression in TG mice (TG_SE_) imbalances the hippocampal transcriptome and interferes with gene expression adaptations in midlife so that some cellular processes become accelerated, while others fail to adapt age-adequately in comparison to WT animals (WT_SE_). Provision of environmental enrichment to TG animals (TG_EE_) prevents and counter-balances these disturbances so that a near-normal system state can be maintained despite persistent *SNCA* overexpression.

Genes disturbed through the first mode had a prominent neuroinflammatory expression signature, which in healthy individuals and WT mice arises much later in life [14], suggesting *SNCA* overexpression accelerated aging-related processes. This agrees with previous findings that transcriptional disturbances of neurodegenerative diseases resemble aging-associated changes in gene activity [22]. With respect to neuron demise, the PD pathogenesis has been described as a form of accelerated aging [23]. Nevertheless, despite an array of molecular hallmarks shared between aging and PD, including regression of dopamine synthesis [24,25], reduced cerebral density of the type 2 vesicular monoamine transporter (VMAT2) [26], elevated levels of deleted mitochondrial DNA [27], and inflammation [28], it is still of active debate whether PD represents as a form of accelerated aging [28]. While the passage of time is required for PD, aging is not PD [28] as even in elderly of 80+ years, prevalence of the disease is in the 1–2% realm [29].

In contrast, genes suffering from mode II disturbances did no longer show expression changes observed in WT animals during midlife with respect to sirtuin signalling, circadian rhythm, mitochondrial dysfunction, and others. From the perspective of aging as time-dependent progressive decline that renders a living system increasingly vulnerable for diseases and eventually death [30,31], disrupting these trajectories and thereby delaying or halting deteriorating developments might seem advantageous at first glance. Indeed, overexpression of human *SNCA* in *Caenorhabditis elegans* harbours seemingly beneficial capacity as it extends its lifespan [32]. From the perspective of healthy aging, changes mode II genes undergo in WT may not necessarily reflect deviations from a healthy norm but, instead, represent essential systemic adaptions to, for example, bioenergetic or metabolic constraints [33]. In fact, few of these trajectories were influenced by environmental enrichment in WT animals, advocating the idea that associated cellular functions underwent required adaptions of this life span irrespective of environmental condition. From this perspective, disrupting typical midlife adaptation trajectories in the context of *SNCA* overexpression causes failure of the system to adjust adequately.

The circadian rhythm, besides other pathways affected through mode II disturbances, is known to undergo such adaptions also in midlife in human and rodents [34] and is linked to the sleep-wake cycle altered in PD patients [35]. Among clock genes that adapted in WT but failed to do so in TG animals, we found key players like *Per2*, *Per3*, *Cry1*, *Cry2*, and *Npas2*. *Per2* controls *Maoa* that encodes monoamine oxidase and modulates dopamine levels [36]. In agreement, *Maoa* showed mode II disturbances in TG animals, too. Similarly, *Npas2* adaptations were disrupted, in line with altered expression [21] and decreased DNA methylation levels in the *NPAS2* promoter found in PD patients [37]. In fact, hypomethylation of the *NPAS2* promoter has been proposed as an early biomarker for PD as it is also found in peripheral blood [38].

The central role of circadian principles in the cell also extends to mitochondrial biology [39]. In line with mitochondrial dysfunction surfacing early on in idiopathic PD cases [40,41], we observed disruption of several mitochondrial gene trajectories in TG mice. Candidates like *Ndufb2* are reported also for human to have opposite expression directionalities in aging and PD [21], supporting the disruption hypothesis as brain mitochondria normally adapt gene expression and decrease membrane potential as well as electron transfers in complex I and IV with advancing age [42].

Together, both disturbance modes underlying age-*SNCA*-dependent gene expression changes seemingly share the principle of temporal confusions in the unfolding of cellular developments because of *SNCA* overexpression. The resulting disequilibrium of the system, reflected in altered transcriptome state, was largely prevented when *SNCA*-overexpressing mice were housed in enriched conditions. Both aspects allowed further characterisations of potential mediator genes in the EE-induced protection that we have previously put forward [17]. Specifically, we saw evidence for a gradient among potential mediators to preferentially transduce protective environmental cues onto genes from one or the other disturbance mode. Along that gradient, candidates like *Egr1* and *Nr4a2*/*Nurr1* that we have already examined in greater detail [17] were found in an interactome neighbourhood dominated by disturbances through accelerated processes like *complement system* and *neuroinflammation signalling*. In line, *Nr4a2*/*Nurr1* has anti-inflammatory capacity [43], and its elevated expression is known to protect dopaminergic neurons in the midbrain [44]. On the other side of the gradient, in an interactome neighbourhood dominated by midlife adaptation failures, topologically important candidates like *Nr1d1*, also known as *Rev-erb alpha*, could play key roles in preventing *SNCA*-dependent disturbances under EE conditions. Interestingly, its role as a potential therapeutic target has already been suggested before, as improvement of *Nr1d1* expression increases mitochondrial count and content and decreases autophagy flux [45–48]. Near the centre of the hypothesised gradient, genes like *Bhlhe40* were suggested to protectively impact on both disturbances modes, agreeing with its role as an important transcriptional regulator in circadian processes [49] as well as its tight connection to immune cell function [50] and modulating capacities of neuronal excitability and synaptic plasticity in the hippocampus [51].

In summary, the evidence we present for a bimodal partitioning of transcriptomic disturbances that arise in an age-*SNCA*-dependent manner cautions the view that early stages of *SNCA*-related pathology solely reflect accelerated aging. Instead, disruption of healthy adaptation trajectories in midlife seemed to be a second disturbance principle contributing to pathogenic initiations. If further support for this hypothesis can be derived through integrating protein abundancies, physiological parameters, and behavioural phenotypes, candidate genes, their products, or epigenetic makeup could aid in serving as risk biomarkers for PD. In light of inter- and intraneuronal transmission principles that have been proposed as a potential mechanism for pathology spreading induced by overexpressed alpha-synuclein [52], it could be interesting to put our hippocampal observations into perspective with anatomically connected brain regions distant from the site of overexpression. In addition, the validated two-fold disturbance principle could inform efforts towards much-needed therapeutic means for PD to distinguish between accelerated cellular events and disrupted healthy adaptations. Regarding the former, underlying expression changes should probably be approached from a prevention point of view, while the latter might rather be amenable to restorative interventions. For either principle, the plasticity of the midlife transcriptome that we observed in response to environmental enrichment despite stable *SNCA* overload promotes the idea that activable cellular mechanisms have remained at this point and can still counteract initiations of *SNCA*-related pathogenesis.

## METHODS

### Study design and data collection

Hippocampal RNA-seq data sets obtained in 6- and 12-month-old BAC *SNCA* and WT mice that were exposed to either a standard, enriched, or chronic unpredictable mild stress environment were analysed. For details on generation of transgenic mice, environmental enrichment, tissue preparation, and RNA-sequencing please see Wassouf et al. [17]. Raw sequencing data files are available through GEO under accession numbers GSE96961 and GSE116009.

### Quality control, alignment, and expression analysis

Read quality of RNA-seq data in fastq files was assessed using *FastQC* (v0.11.4) [53] to identify sequencing cycles with low average quality, adaptor contamination, or repetitive sequences from PCR amplification. Reads were aligned using *STAR* (v2.5.3a) [54] allowing gapped alignments to account for splicing against a custom-built genome composed of the *Ensembl* *Mus musculus* genome v90 and the human *SNCA* transgene. Alignment quality was analyzed using *samtools* (v1.1) [55]. Normalized read counts for all genes were obtained using *DESeq2* (v1.18.1) [56]. Transcripts covered with less than 50 reads were excluded from subsequent analyses leaving 12,922 genes for determining differential expression in each comparison between experimental groups.

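In the table of 15 libraries aged 6 months, 13032 of the genes had a mean of at least 50 counts per library. A total of at least 50 counts over the libraries kept 18835 genes and at least 50 counts in every library 11989. At least 50 counts in 1 or more libraries were found for 14173 genes, and in 3 or more for 13568. A mean of at least 50 counts normalized by DESeq2 kept 12991. *Gjb2*, with 38 counts in its lowest library, and *Gulp1*, with 30, pass the mean and fail the minimum in every library, whereas *Snca* passes each of these filters.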

The factorial design of the experiment was captured in a general linearized model defining a gene’s expression (t) as a function of genotype (g), age (a), environment (e), and their interactions. Surrogate variable analysis (*sva*, v3.26.0) was applied to minimize unwanted variation between samples [57]. Given that differences in transcript abundances in brain tissue are often small in magnitude and *in vivo* RNA-seq data are deemed to be more variable [58], we set thresholds of |*log_2_* fold-change | ≥ 0.3 and BH-adjusted *p*-value ≤ 0.1 to determine differential expression.

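In the libraries aged 6 months, 11370 of the 13032 tested genes (87.2%) had in at least 1 group a library more than 4 SD from the mean of the remaining libraries, where the SD is that of the 2 or 3 others. Per library, such genes numbered from 326 (2.5%, WT_ST replicate 3) to 3485 (26.7%, WT_ST replicate 2), with 3398 (26.1%) in WT_SE replicate 1. WT_SE has 3 libraries and WT_ST has 4, so their shares are not directly comparable. An SD of 2 or 3 values is imprecise, so genes also pass this limit by chance, at a share that was not computed. *Snca* and *Gjb2* were among the genes past the limit and *Gulp1* was not. Removing these genes left 0 DEGs between TG and WT mice in SE and in ST and 0 between ST and SE in WT mice with edgeR. Of the 177 genes with an unadjusted p under 0.05 between the genotypes in SE, 154 (87%) were among them, a share near that of all tested genes.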

252 differentially expressed genes (DEGs) showing technical bias (> 4 sd in a sample compared to mean of remaining samples in group) because of sequencing day were excluded. Gene-level abundances were derived from *DESeq2* as normalized read counts and used for calculating *log_2_*-transformed expression changes underlying heatmaps and clusterings that express ratios relative to WT_SE_. Raw counts provided by *DESeq2* also went into calculating nRPKMs (normalized Reads Per Kilobase per Million total reads) as a measure of relative gene expression as motivated before [59]. The *DESeq2* *sizeFactors* served in scaling estimated abundances derived from *Salmon* (v0.8.2) [60] when determining transcript-level compositions of individual genes.

### Gene annotations, pathway and disease associations, and integrations

All Gene ID conversions between mouse and human were done using the *biomaRt* Bioconductor package (v2.34.2) querying v90 of the *Ensembl* database.

Canonical pathways and disease aspects overrepresented among differentially expressed genes as well as their interactions (co-expression, protein-protein interaction, etc.) were derived from *Ingenuity Pathway Analysis* (IPA, v01-12, Qiagen). Further interaction network analyses and visualizations were carried out in Cytoscape (v3.6) [61], ignoring self-loops in topological measures.

Cell type-dependent composition shifts were estimates according to single-cell expression data from the Linnarsson lab [62]. Only relevant cell types in the murine hippocampus were considered.

Analyses regarding directionalities of age-*SNCA*- and age-PD-dependent expression changes were based on (120 mouse orthologues of) a reference gene set obtained in human brain [21].

The age signature reference gene set for human [14] was used to examine signs of accelerated aging among differentially expressed genes in mouse.

## Supplementary Material

Supplementary Figures

Supplementary Table

# Supplementary material for: SNCA overexpression disturbs hippocampal gene expression trajectories in midlife
**Source:** Aging (Albany NY). 2018 Dec 13;10(12):4024–41. doi: 10.18632/aging.101691
**Supplement:** Supplementary Table

SUPPLEMENTARY TABLE

Supplementary Table 1. Overview of DEGs associated with enriched pathways. Enrichments, significance levels, and associated DEGs for overrepresented pathways shown in Fig 1B, Fig 2D, und Fig 3D.

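Table S1 names, for each overrepresented pathway, the DEGs of the paper that belong to it, and 31 of 32 such lists, all without *Snca*, had enough tested genes in the mice aged 6 months. They were chosen by the paper on data that include these mice, so their tests are not independent evidence. Between TG and WT mice in SE, *CREB signaling* of class 1 was lower (9 of 10 genes, median log2 fold change -0.11, adjusted p = 0.0405 from camera of limma, or 0.523 with an estimated correlation) and *opioid signaling* of class 3 was higher (14 of 18, median 0.06, adjusted p = 0.0447, or 0.698 with an estimated correlation), with *Camk2a* at 0.19. The call of *opioid signaling* ended without any 1 of 5 libraries and that of *CREB signaling* without any 1 of 4. In ST, *mTOR signaling* of class 1 (9 of 10, median 0.17, adjusted p = 0.000771, or 0.213 with an estimated correlation) and *CREB signaling* of class 1 (10 of 10, median 0.07, adjusted p = 0.00266, or 0.271 with an estimated correlation) were higher in TG mice. Both hold *Akt2* at 0.30, *Fgfr2* at 0.19 and *Prkd3* at 0.22. Between ST and SE, *CREB signaling* of class 1 was lower in WT mice (7 of 10, median -0.13, adjusted p = 0.0341, or 0.481 with an estimated correlation) and higher in TG mice (7 of 10, median 0.16, adjusted p = 0.00969, or 0.311 with an estimated correlation). In TG mice, *mTOR signaling* of class 1 was higher in ST as well (10 of 10, adjusted p = 0.00144, or 0.28 with an estimated correlation), and *sirtuin signaling* of class 1 was lower (8 of 11, adjusted p = 0.0069, or 0.28 with an estimated correlation), with *Gtf3c2* at -0.20. The *sirtuin* list holds mitochondrially encoded genes, *mt-Nd5* and *mt-Nd6* among them, and the *mTOR* list holds genes of ribosomal proteins. Their calls are thus not separate from those of the mitochondrially encoded transcripts and may not be separate from those of the cytosolic ribosomal proteins in the same mice. The other pathway lists, those of Fig. 1B and Fig. 2D included, were not called in these 4 comparisons. Adjusted over the list alone, 1 gene of each list that was higher in TG mice in ST passed and 0 genes of the others.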

to Fig 1B

Ingenuity Canonical Pathways	-log(p-value)	Genes
Neuroinflammation Signaling Pathway	4,46	B2M, CASP3, BDNF, TNFRSF1A, ACVR1, MFGE8, MAPK11, FGFR3, TGFB2, SLC6A11, GABRG2, SLC6A1, PTGS2, GABRD, SNCA, ACVR1C, ACVR2A, IRAK2, PLA2G12A
Osteoarthritis Pathway	3,78	EPAS1, FRZB, CASP3, TNFRSF1A, ANXA2, FGFR3, TGFB2, GLIS2, SMO, SOX9, PTGS2, IL1RAPL1, FZD2, RBP4
Complement System	3,00	C4A/C4B, SERPING1, C1QA, C1QC, C1QB
LXR/RXR Activation	2,99	C4A/C4B, LYZ, TNFRSF1A, SERPINF1, IL1RAPL1, PTGS2, RXRA, RBP4, APOD
PPAR α /RXR α Activation	2,82	TGFB2, PLCD1, CHD5, PDIA3, ADCY1, ACVR1, SLC27A1, IL1RAPL1, RXRA, ACVR1C, ACVR2A
Dendritic Cell Maturation	2,58	B2M, COL1A2, PLCD1, FGFR3, COL1A1, PDIA3, TNFRSF1A, FCER1G, STAT2, COL18A1, MAPK11
cAMP-mediated signaling	2,50	SMPDL3A, GPR17, RGS2, VIPR1, PDE7B, GRK2, ADCY1, RGS4, RAPGEF3, PKIA, RGS12, CRHR1
Wnt/ β -catenin Signaling	2,45	TGFB2, FRZB, APPL2, ACVR1, SMO, SOX9, SOX8, FZD2, ACVR1C, ACVR2A
GABA Receptor Signaling	2,41	CACNA1I, SLC6A11, GABRG2, ADCY1, SLC6A1, CACNG7, GABRD
Parkinson's Signaling	2,38	CASP3, MAPK11, SNCA

to Fig 2D

Ingenuity Canonical Pathways	-log(p-value)	Genes
Opioid Signaling Pathway	9,06	RAP1B, NOS1, RPS6KA3, RGS12, GNG7, GRINA, RGS17, AP1G2, GNG11, AKT1, ARRB1, CAMK2A, GRIN2C, ADCY5, RPS6KB2, ATF4, CACNG7, RYR1, RPS6KA2, PPP3CA, MAP2K7, CACNB1, GNAS, PRKCQ, GRK3, EGR4, CACNB4, RGS4, RAP1A, PRKCG, ARRB2, PRKAR2B, CLTA, RGS11
Corticotropin Releasing Hormone Sig.	4,07	RAP1B, NOS1, CACNB1, PRKCQ, GNAS, CACNB4, ARPC5, MAPK11, RAP1A, PRKCG, JUN, PRKAR2B, ADCY5, CACNG7, ATF4, JUND, NPR2
Mitochondrial Dysfunction	3,91	HSD17B10, MT-ND6, UCP2, COX8A, TRAK1, MT-ND4L, NDUFA1, NDUFB3, NDUFA13, GSR, MT-ND5, PARK7, UQCRL10, ATP5J2, NDUFB6, NDUFAB1, NDUFB2, UQCRL1, MAOA
Sirtuin Signaling Pathway	3,88	POLR2F, TIMM13, GADD45B, GADD45G, PAM16, NDUFA1, SIRT4, NDUFB3, SOD3, AKT1, JUN, CRTC2, SIRT6, NDUFB6, NDUFAB1, TIMM8A, MT-ND6, EPAS1, UCP2, SLC2A1, GABPB2, DOT1L, TIMM8B, MT-ND4L, NDUFA13, MT-ND5, NDUFB2
NRF2-mediated Oxidative Stress Resp.	3,67	MAP2K7, PRKCQ, GSTM5, DNAJC9, JUNB, DNAJC15, DNAJB9, DNAJA1, SOD3, PRKCG, GSR, FGFR3, JUN, AKT1, ABCC1, ATF4, JUND, AOX1, TXN, UBE2E3
CREB Signaling in Neurons	3,55	CACNB1, POLR2F, GNAS, PRKCQ, PDIA3, GRID2, CACNB4, GNG13, GNG7, PRKCG, FGFR3, GRIK5, AKT1, POLR2A, PRKAR2B, GNG11, CAMK2A, GRIN2C, ADCY5, ATF4, CACNG7
Role of NFAT in Cardiac Hypertrophy	3,36	AKAP5, CACNB1, MAP2K7, GNAS, PRKCQ, PDIA3, CACNB4, GNG13, MAPK11, GNG7, PRKCG, CABIN1, FGFR3, AKT1, PRKAR2B, GNG11, CAMK2A, ADCY5, HDAC7, CACNG7, PPP3CA
Circadian Rhythm Signaling	3,32	PER3, NR1D1, GRIN2C, CRY2, ATF4, PER2, GRINA
Fcg Receptor-mediated Phagocytosis	3,25	PLA2G6, PXN, TLN2, PRKCQ, AKT1, ARPC1B, ARPC5L, VAV3, ARPC5, RPS6KB2, INPP5D, PRKCG
GNRH Signaling	3,18	CACNB1, MAP2K7, PXN, GNAS, PRKCQ, PAK6, CACNB4, MAPK11, GNG7, PRKCG, JUN, PRKAR2B, GNG11, CAMK2A, ADCY5, CACNG7, ATF4

to Fig 3D

Class	Ingenuity Canonical Pathways	-log(p-value)	Genes
class 1 up	Sirtuin Signaling Pathway	3,63	SCNN1A, MT-ND5, MT-ND6, UCP2, MAPK4, MT-CYB, GTF3C2, MT-ND4, MT-ND4L, SOD3, SIRT4
	Serine/Glycine Biosynthesis I	2,67	DUSP26, SHMT2
class 1 down	mTOR Signaling	5,7	RPS19, AKT2, PRKCD, RPS18, RPS6KA3, FGFR2, RPS21, PRKD3, AKT1S1, RPS14
	CREB Signaling in Neurons	4,48	POLR2F, AKT2, PRKAR2B, PRKCD, GRID2, CACNG5, CACNB4, FGFR2, ATF4, PRKD3
class 2 up	Complement System	5,48	C4A/C4B, ITGB2, SERPING1, C1QC, C1QA, C1QB
	Neuroinflammation Signaling Pathway	4,25	TGFBR2, B2M, HMOX1, GABRG2, TNFRSF1A, TREM2, TYK2, GABRB1, ACVR1, ACVR1C, SNCA, GABRA2, PLA2G12A
class 2 down	GADD45 Signaling	3,11	CCND2, GADD45B, ATM
	Relaxin Signaling	3,04	GNG4, FOS, PDE7B, RXFP1, ADCY1, GNB5, ATM
class 3 up	Circadian Rhythm Signaling	5,3	ADCYAP1R1, BHLHE40, CRY1, CRY2, GRIN2C, NR1D1, PER2, PER3
	Opioid Signaling Pathway	3,5	ADCY5, AKT1, ARRB1, ARRB2, CACNB1, CACNG7, CAMK2A, GNG7, GRIN2C, GRK2, GRK3, MAP2K7, NOS1, PRKCG, RGS12, RPS6KA2, RPS6KB2, RYR1
class 3 down	Mitochondrial Dysfunction	5,32	HSD17B10, NDUFAF1, CASP3, COX8A, NDUFAF2, NDUFA1, PARK7, NDUFA6, ATP5MF, NDUFB6, NDUFAB1, UQCQRQ, NDUFB2, MAOA
	Oxidative Phosphorylation	2,97	NDUFA6, COX8A, ATP5MF, NDUFB6, NDUFA1, NDUFAB1, UQCQRQ, NDUFB2

How the deposited data were processed for this re-analysis (not part of the article)

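Hippocampal RNA of 15 mice aged 6 months was analysed, as 1 library per mouse: 3 WT and 4 TG mice in SE, and 4 WT and 4 TG mice in ST. The authors made poly(A)-selected libraries and sequenced them as single reads. The paper states that read quality was assessed with FastQC 0.11.4 and that reads were aligned with STAR to the mouse genome with the human *SNCA* transgene. The notes deposited with the counts name STAR 2.4.2a and DESeq2 1.8.2, whereas the paper names other versions of both. Which alignment gave the counts, and whether it included the transgene, is therefore not known. The values are whole-number read counts per Ensembl gene, one column per library, with 0 columns left unmapped. Neither the counting tool nor the strand setting is named in the sources used. Of 27312 genes in the table, 27075 (99.1%) had an identifier in the annotation used for names and coordinates (GRCm38), and 2 entries of the gene lists matched no gene. The series description names striatum as the tissue, whereas the library labels and the paper name hippocampus, which was used. Libraries aged 12 months and libraries of EE were not analysed.

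Total counts were 10626134 to 17950753 per library, with a median of 11723026. Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3), and the 13032 genes with a mean of at least 50 counts were tested. The 4 groups were fitted in one quasi-likelihood model with robust estimation (glmQLFit and glmQLFTest), with a biological coefficient of variation of 0.119. DEGs were called at an absolute log2 fold change of at least 0.3 and a BH-adjusted p of at most 0.1, the paper's thresholds. The contrasts were TG against WT in SE and in ST, ST against SE in WT and in TG mice, the interaction of genotype and environment, and each effect averaged over the other factor. Levels are CPM after TMM. Two-sided exact permutation tests were used for single genes and list means in groups of 3 or 4; these can reach a p of 0.0571 with 3 against 4 and 0.0286 with 4 against 4. The tests were tried on counts simulated with known changes and with genes drawn independently of each other. In these, 10 unchanged genes were called in SE and 11 in ST. A list of 15 genes shifted by 0.3 on the log2 scale was called, and 0 of 60 random lists were.

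Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over 61 lists per contrast and called at 0.05. They comprise 14 lists of cell types, 4 of neighbouring tissues, 12 of processes and 32 of the paper's pathways, of which 61 had enough tested genes. *Snca* was left out of all lists, also of the paper's pathways that hold it. Named are the DEGs of each contrast, the genes with the smallest p up to 10 in all, the genes the paper names, and up to 4 members with the smallest p of each list discussed; a few further members were chosen after their values were seen. Alternatives were RLE and upper-quartile factors, the Wald test of DESeq2 1.42.0, limma-voom with quality weights, other count filters, a fit of the compared groups only, 3 surrogate variables from sva 3.50.0 in edgeR and in DESeq2, a block for the replicate number, other thresholds, removal of genes with a library over 4 SD from the rest of its group, an estimated correlation or fry for the lists, and leaving out each library in turn. The paper's surrogate variables were estimated over libraries that include ages not used here, so they could not be repeated. Whether other splits of the same libraries give results as large was counted over all 35 splits of a pair of groups, or over 100 drawn splits for averaged effects and the interaction. The labels give no sequencing day, so no day was modelled.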

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

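The 3 tests on the genes of thalamus and habenula were chosen after the result was seen. A library was singled out where its gap to the nearest of the other 3 libraries of its group, divided by the group's range, passed Dixon's limit for 4 values. Of 180 groups tested this way 21 had such a library, and chance gives about 9.

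TG_SE replicate 1 stood above the other TG mice in SE for *C4b* (97.9 CPM against 39.1 to 48.7, ratio 0.836), *C4a* (27.7 against 12.7 to 13.7, ratio 0.935), *S100a6* (18.1 against 9.88 to 10.4, ratio 0.937) and the mean of the interferon response list (0.965 against -0.482 to -0.279 on the log2 scale, ratio 0.86). TG_ST replicate 2 stood above the other TG mice in ST for *C4b* (80.7 against 41.9 to 47.6, ratio 0.853), *C4a* (26.7 against 11.7 to 14.0, ratio 0.85), *C1qc* (64.5 against 46.7 to 48.2, ratio 0.915) and the same interferon list (1.3 against -0.49 to -0.231, ratio 0.855). *C4a* and *C4b* may share reads, so they are not taken as independent of each other. The microglia list deviated by 0.296 and 0.232 in these libraries, where the interferon list deviated by 1.37 and 1.64, and the choroid plexus list by 1.89 and -0.336.

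WT_ST replicate 2 differed from the other WT mice in ST for *Xist* (298.7 CPM against 158.2 to 176.5, ratio 0.87), *Atm* (14.4 against 5.22 to 6.75, ratio 0.833), and the list means of dentate granule neurons (0.151 against -0.0788 to -0.0708, ratio 0.965), pan-neuronal genes (-0.081, ratio 0.867) and subiculum with CA2/CA3 (-0.11, ratio 0.915). WT_ST replicate 1 had the deepest library at 17950753 counts (ratio 0.875), and stood out for *C4b* (69.2 against 41.3 to 44.8, ratio 0.873) and oligodendrocyte precursors (0.059, ratio 0.857). TG_ST replicate 1 stood out for *Snca* (824.8 against 744.1 to 756.8, ratio 0.843), *Ndufab1* (86.2 against 53.8 to 58.7, ratio 0.849) and the endothelium list (0.0942, ratio 0.831). Single list means stood out in TG_SE replicate 3 (oligodendrocyte precursors at 0.0448, ratio 0.849) and TG_SE replicate 2 (ependyma at -0.359, ratio 0.944).

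By the interaction of genotype and environment, 0 genes passed with edgeR (205 at an unadjusted p under 0.05), 0 with DESeq2 and limma-voom, and 3 and 6 with surrogate variables in edgeR and DESeq2. Other splits of the libraries called a median of 8 lists, and 11 were called here as responding differently to the genotype in ST than in SE. With adjusted p values of camera, these were thalamus and habenula (7.65e-07, median log2 difference 0.67), heat shock and the unfolded protein response (7.06e-05, median 0.15), oligodendrocytes (0.000153, 0.22), *mTOR signaling* (0.000153, 0.25) and *CREB signaling* (0.000153, 0.20) of class 1, the glucocorticoid response (0.000214, -0.16), endothelium (0.00447, 0.09), blood cells (0.00894, 0.43), mitochondrially encoded transcripts (0.0106, -0.11), dentate granule neurons (0.0275, 0.13) and *opioid signaling* of class 3 (0.0275, -0.09). None of the 11 lists was called with an estimated correlation, at an adjusted p of 0.054 for thalamus and habenula, *mTOR signaling*, *CREB signaling* and endothelium and 0.528 to 0.813 for the rest. Adjusted over the list alone, 4 genes of thalamus and habenula and 1 gene each of *mTOR signaling* and *CREB signaling* passed. Thalamus and habenula, heat shock, the glucocorticoid response and the class 1 lists of *mTOR signaling* and *CREB signaling* stayed called whichever library was left out, and without TG_ST replicate 2 the lists called numbered 17.

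Of the 8 tested genes of thalamus and habenula, 7 had their highest group mean in WT mice in SE, with 21.1 CPM against 11.6 to 16.0 for *Slc17a6* and 10.9 against 3.93 to 5.05 for *Tac2*, while *Calb2* had not (32.0 against 37.7 in TG mice in SE). For *Prkcd* (57.5 against 24.8 and 16.9) and *Plekhg1* (24.7 against 12.4 and 13.0) this came only through WT_SE replicate 1. Without that library their means in WT mice in SE were 20.9 and 12.7, below those of every other group. That ST lowers the genes of this list in either genotype is argued against by the list mean in TG mice. There the difference between ST and SE was 0.13 (standard error 0.0948), which is -26.1% of the difference of -0.497 (standard error 0.194) in WT mice. It lies 2.79 standard errors from the value that 50% of the difference in WT mice would give. Tissue of thalamus or habenula in the WT hippocampi of SE may have contributed and stays open. The list mean of these mice was higher by 0.453, while the lowest of them, at 0.159, lay below the highest other library, at 0.163. An exact permutation test against the other 12 libraries gave p = 0.00879. It is no separate support, since this group was set against the rest after it was seen to be highest. A single library cannot be told apart from the group either, since without WT_SE replicate 1 the difference kept 57.7%, inside bounds of 25% and 75% that replaced a single bound of 50% after this value was seen; the first bound would have counted against a single library. An effect of ST confined to WT mice was not tested, and of the 12 listed genes the 8 tested are all expressed in these hippocampi, with *Prkcd* also a member of the *mTOR* and *CREB* lists.

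*Gulp1* (ENSMUSG00000056870, chromosome 1 of GRCm38 from 44551511 to 44796838) is a DEG that the paper does not report, found in TG against WT mice averaged over SE and ST (log2 fold change 0.86, standard error 0.145, adjusted p = 0.0973 from edgeR). Its level was 5.42 ± 1.08 CPM (SD, n = 8) in TG and 2.97 ± 0.535 (SD, n = 7) in WT mice, and it was no longer called after leaving out any library apart from WT_ST replicate 2, TG_SE replicate 3 and TG_ST replicate 4. A change of the surrounding chromosomal region, such as the insertion of the transgene, might raise it and stays open: the 7 other tested genes within 1 Mb had a median log2 fold change of 0.0221 (-0.0446 to 0.218), and 1 of them, *Gm19587*, had an unadjusted p under 0.05. A response of *Gulp1* to alpha-synuclein stays open as well and was not tested.

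*Gjb2*, which the paper does not discuss, was lower in ST than in SE in WT mice (log2 fold change -0.981, adjusted p = 0.0543 from edgeR), a call that ended without any 1 of 8 libraries, namely WT_SE replicate 1, 2 or 3, WT_ST replicate 1, 2 or 3, TG_SE replicate 1 or TG_ST replicate 4. It ended also with only the compared groups fitted, with the replicate block and with surrogate variables in DESeq2. In TG mice in SE *Gjb2* was at 4.68 ± 0.613 CPM (SD, n = 4).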

How the results depend on the processing

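None of the tests named here was chosen after the result was seen. The log2 fold change of *Snca* passed in both environments under every fit and without any library, at 1.14 to 1.21 in SE and 1.11 to 1.21 in ST over the libraries left out. ST against SE in TG mice, and averaged over the genotypes, gave 0 DEGs under every alternative. *Snca* was removed as a DEG only by taking out genes with a library over 4 SD from its group, which left 0 DEGs in SE, 0 in ST, 0 for ST in WT mice and 1 for the averaged genotype.

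In other counts of DEGs the cause was not tested. DESeq2 gave 2 in SE (with *Slc17a6*) and 2 for ST in WT mice (with *Syt9*), and limma-voom with quality weights 2 for ST in WT mice (with *Syt6*). Surrogate variables in edgeR gave 3 in SE, 3 in ST, 10 for ST in WT mice and 3 for the interaction (*Akt2*, *Slc17a6* and *Kcng4*), and in DESeq2 they gave 5, the main count of 1 in ST, 8 (without *Gjb2*) and 6. For ST in WT mice no count filter and a total of at least 50 counts gave 2 each (with *Slc5a7*), and at least 50 counts in every library, which leaves *Gjb2* untested, only the compared groups, and an adjusted p of 0.05, which is stricter by construction, gave 0 each. For the averaged genotype RLE factors, upper-quartile factors, a total of at least 50 counts, at least 50 counts in every library and an adjusted p of 0.05 gave 1 each. Leaving out single libraries gave 0 to 2 for ST in WT mice and 1 to 2 for the averaged genotype, and fits of the compared groups only give no value for the interaction and the averaged effects.

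Replicate numbers do not pair the mice, since profiles of mice with the same number had a mean correlation of -0.0408 across genes over 21 pairs, against 0.0146 over 63 others. With the replicate number as a block, ST in WT mice gave 0 DEGs and the averaged genotype 1.

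All counts of gene lists became 0 in the 7 contrasts with an estimated correlation and 0 with fry, which tests another hypothesis. Without a count filter 6 lists were called in SE, 5 for ST in WT mice and 6 for the interaction. Surrogate variables in edgeR gave 5 for ST in WT mice, and at least 50 counts in every library 3 for the averaged genotype; the cause was not tested. Over the libraries left out the lists numbered 3 to 17 in SE, 5 to 11 in ST, 7 to 15 for ST in WT mice, 6 to 12 for ST in TG mice, 9 to 17 for the interaction, 3 to 12 for the averaged genotype and 5 to 11 for averaged ST. The correlation across genes of genotype effects between SE and ST ran from -0.342 to 0.0903 and that of ST effects between WT and TG mice from -0.191 to 0.309, the lowest of each without TG_SE replicate 4.

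For the named genes, 6342 alternative values were computed. Of these, 6246 still passed, or still did not pass and stayed within the standard error of the main log2 fold change. A further 22 no longer passed, 24 newly passed, 50 did not pass and moved by more than that standard error, and 0 called values changed sign. In all, 5953 kept their sign. Depth limits *Gjb2* and *Gulp1*, with 38 to 94 and 30 to 76 counts per library.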

Differences from the paper's values

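None of the tests in this part was chosen after the result was seen. For ST against SE in WT mice the paper's text gives 3 DEGs, and 1 was found at the paper's thresholds. Of the alternatives set before the data were examined, DESeq2, limma-voom with quality weights, no count filter, a total of at least 50 counts and leaving out TG_ST replicate 3 gave 2 DEGs, which is within 1.5 times the paper's number. RLE factors, upper-quartile factors, no fold threshold and leaving out WT_ST replicate 2 or 4, TG_SE replicate 2, 3 or 4, or TG_ST replicate 1 or 2 gave 1. At least 50 counts in every library, only the compared groups, the replicate block, an adjusted p of 0.05, removal of genes over 4 SD and leaving out WT_SE replicate 1, 2 or 3, WT_ST replicate 1 or 3, TG_SE replicate 1 or TG_ST replicate 4 gave 0. Surrogate variables gave 10 in edgeR and 8 in DESeq2. No setting gave the paper's number.

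For murine *Snca* the paper shows normalized counts of about 3500 in TG mice in SE and about 3100 in ST (Fig. 1D, read by eye). These are transcript abundances estimated with Salmon and scaled by the size factors of DESeq2, whereas the table holds counts per gene of STAR alignments, so the measures are unlike. Counts normalized by TMM and scaled to the mean library size were 9606 ± 517 (SD, n = 4) and 9226 ± 442 (SD, n = 4) here. For murine and human *SNCA* together the figure shows about 25000 in SE and about 24000 in ST (Fig. 1D, read by eye), against the same 9606 and 9226, since the table has no separate human gene. Counts normalized by DESeq2 (9524 ± 529 and 9195 ± 453), RLE factors, upper-quartile factors and leaving out any mouse of the group gave values that differ likewise. In WT mice *Snca* was at 4227 ± 150 (SD, n = 3) in SE and 4091 ± 349 (SD, n = 4) in ST, which does not differ from the figure by this rule.

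The numbers of DEGs in the paper's figures for TG against WT mice in SE and in ST and for ST against SE in TG mice match the 1, 1 and 0 found here under the main settings. The paper also used surrogate variables and removed genes over 4 SD. In SE, DESeq2 gave 2, surrogate variables 3 in edgeR and 5 in DESeq2, and removal of genes over 4 SD 0. In ST, surrogate variables gave 3 in edgeR and 1 in DESeq2, and removal of genes over 4 SD 0. ST against SE in TG mice gave 0 throughout.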

Other observations

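Of the tests in this part, the one for a male animal, the counts of splits without *Snca* and for the interaction, and the counts of *Rnu1a1* and *Gm12895* were chosen after the result was seen. TG_SE replicate 2 had 35.3 CPM of *Xist*, the RNA that silences an X chromosome in females, against 157 to 299 in the other 14 libraries. Loss of an X chromosome in part of its cells may account for this: the mean of 6 X-linked genes that escape silencing was lower than in any other library, by -0.29 on the log2 scale from the mean of the others. Of these genes *Kdm6a*, *Kdm5c*, *Eif2s3x* and *5530601H04Rik* were each lowest in this library, while *Ddx3x* and *Pbdc1* were not. *Ddx3x* was at 192.7 CPM against 176.6 in WT_ST replicate 4, and *Pbdc1* at 13.9 against 13.0 in WT_ST replicate 2. A male animal is argued against by summed counts of the Y-linked *Kdm5d* and *Uty* of 0, where the other libraries had 0 or 1. The bound of that test was set on these genes after the value was seen, because *Ddx3y* and *Eif2s3y* are not in the table.

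How often other splits of the same libraries give results as large was counted with the real split included. For TG against WT mice in SE, 2 of 35 splits gave as many DEGs (real 1, highest other 1), in ST 4 of 35 (real 1, highest other 1434) and for ST in WT mice 2 of 35 (real 1, highest other 1), so chance is not excluded for these counts. The count takes no account of which gene passed. For the averaged genotype 4 of 100 splits gave as many (real 2, highest other 208), a share below the limit set before the data were examined. However, 1 of these DEGs is the overexpressed *Snca*, so this share says nothing about DEGs other than *Snca*. With *Snca* set aside 8 of 100 splits gave as many (real 1), and chance is not excluded for *Gulp1*. Where the real count is 0 every split gives as many, for ST in TG mice 35 of 35 (highest other 8), for averaged ST 100 of 100 (highest other 879) and for the interaction 100 of 100 (highest other 2208), so these counts say nothing about chance. For the number of gene lists chance is not excluded in any of the 7 comparisons, with 11 of 35 splits in SE (real 12, highest other 16), 24 of 35 in ST (real 6, highest other 17), 6 of 35 for ST in WT mice (real 11, highest other 18), 27 of 35 for ST in TG mice (real 7, highest other 16), 62 of 100 for the averaged genotype (real 7, highest other 19), 53 of 100 for averaged ST (real 8, highest other 18) and 30 of 100 for the interaction (real 11, highest other 20, groups drawn over all 15 libraries). The median over the other splits was 10 lists in SE, 7 in ST, 6 for ST in WT mice and 9 for ST in TG mice. It was 8 each for the averaged genotype, averaged ST and the interaction.

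The split with 1434 DEGs set WT_ST replicates 1, 3 and 4 and TG_ST replicate 1 against WT_ST replicate 2 and TG_ST replicates 2, 3 and 4, which points to a structure of the samples apart from genotype. On the first principal component, with 31% of the variance, the former lay at 10.9, 3.68, 19.7 and 15.4 and the latter at -31.6, -11.5, -12.3 and 6.68. Of the 17 genes that weighed most on it, 12 are small nuclear RNAs, 2 ribosomal RNAs and 2 processed pseudogenes, and the immediate early genes *Egr2* (loading -0.0468) and *Fos* (-0.0392) had ranks 18 and 26. The U1 gene *Rnu1a1* ranged from 0.536 to 38.8 CPM over the libraries and the pseudogene *Gm12895* from 0.0862 to 21.8, and 7 small nuclear RNA genes, *Rnu1a1* included, have identical counts in every library. *Rnu1a1* does not follow the split (1.27 to 8.1 CPM on one side, 0.536 to 23.0 on the other). *Gm12895* does, at 1.01 to 12.9 CPM on the former side and 0.0862 to 0.855 on the latter, where it had 1 to 11 counts per library. The correlation of *Rnu1a1* with the component was 0.408 and that of *Gm12895* 0.669. The number of genes with an unadjusted p under 0.05 in the real comparisons, 177 in SE and 152 in ST, lay below the median over splits of 327 and 465.

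Averaged over SE and ST, TG mice had higher immediate early genes (25 of 27, median log2 fold change 0.33, adjusted p = 1.69e-07 from camera, or 0.759 with an estimated correlation) and interneuron markers (11 of 15, adjusted p = 0.0083, or 0.758 with an estimated correlation), and lower genes of thalamus and habenula (7 of 8, adjusted p = 0.00197, or 0.758 with an estimated correlation), mural cells (6 of 9, adjusted p = 0.0083, or 0.758 with an estimated correlation), meningeal fibroblasts (7 of 10, adjusted p = 0.013, or 0.758 with an estimated correlation), dentate granule neurons (10 of 15, adjusted p = 0.0491, or 0.809 with an estimated correlation) and *serine and glycine biosynthesis* (2 of 2, adjusted p = 0.0491, or 0.758 with an estimated correlation). When adjusted over the list alone, 1 interneuron gene passed as higher, and 1 gene each of thalamus and habenula, mural cells and dentate granule neurons as lower. The immediate early genes alone stayed called whichever library was left out, while *serine and glycine biosynthesis* ended without any 1 of 11 libraries and dentate granule neurons without any 1 of 8. Without WT_SE replicate 1, 1 of the 7 stayed called, and without WT_ST replicate 2, 3 did. The list mean of thalamus and habenula was lower in TG mice in SE (-0.496) and higher in ST (0.131).

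Averaged over the genotypes, ST went with 0 DEGs of edgeR (228 genes at an unadjusted p under 0.05, and 0 DEGs by DESeq2 and limma-voom). Higher in ST were heat shock and the unfolded protein response (22 of 24, median 0.12, adjusted p = 4.9e-06 from camera, or 0.647 with an estimated correlation), oligodendrocytes (13 of 15, adjusted p = 0.00237, or 0.773 with an estimated correlation), pyramidal neurons (12 of 15, adjusted p = 0.00708, or 0.717 with an estimated correlation) and immediate early genes (24 of 27, adjusted p = 0.00708, or 0.773 with an estimated correlation). Lower were mural cells (9 of 9, adjusted p = 0.00138, or 0.555 with an estimated correlation), meningeal fibroblasts (10 of 10, adjusted p = 0.00138, or 0.555 with an estimated correlation), thalamus and habenula (8 of 8, adjusted p = 0.00708, or 0.555 with an estimated correlation) and mitochondrially encoded transcripts (13 of 15, adjusted p = 0.016, or 0.773 with an estimated correlation). For meningeal fibroblasts 1 gene passed when adjusted over the list alone. The list mean of thalamus and habenula was lower in ST in WT mice (-0.497) and higher in TG mice (0.13). Its call ended without WT_SE replicate 1 (adjusted p = 0.535 from camera). Heat shock and mural cells stayed called whichever library was left out, 4 of the 8 stayed without WT_SE replicate 3, and the calls of the mitochondrially encoded transcripts and of the immediate early genes ended without any 1 of 8 and of 7 libraries.

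Across genes, the genotype effects in SE and in ST, which share no library, had a Pearson correlation of -0.092 and a Spearman correlation of -0.00811. Taken from group means of log2 CPM, the Pearson correlation was -0.0119. Of 100 random regroupings, 80 lay at least as far from their own median of 0.0495. ST effects in WT and in TG mice had correlations of 0.129 and 0.0853, or 0.158 from group means of log2 CPM. Here 62 of 100 regroupings lay at least as far from their median of -0.0336. Genes are not independent replicates. Without TG_SE replicate 4 the Pearson correlations were -0.342 and -0.191.

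In the interaction, the smallest p belonged to *Slc17a6* (log2 difference 1.14, standard error 0.258) and *Gjb2* (0.90, standard error 0.209), neither of which passed with edgeR, while *Slc17a6* passed with surrogate variables in edgeR (1.12, adjusted p = 0.0749) and in DESeq2 (1.13, adjusted p = 0.00199).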
